# Integrative ATAC-seq and RNA-seq Analysis of the Longissimus Muscle of Luchuan and Duroc Pigs

**DOI:** 10.3389/fnut.2021.742672

**Published:** 2021-09-29

**Authors:** Weiwei Miao, Zeqiang Ma, Zhanyang Tang, Lin Yu, Siqi Liu, Tengda Huang, Peng Wang, Tian Wu, Ziyi Song, Haojie Zhang, Yixing Li, Lei Zhou

**Keywords:** ATAC-seq, RNA-seq, transcription factor, longissimus dorsi, Luchuan, Duroc

## Abstract

Luchuan pig is a typical obese pig breed in China, and the diameter and area of its longissimus dorsi muscle fibers are significantly smaller than those of Duroc (lean) pig. Skeletal muscle fiber characteristics are related to meat quality of livestock. There is a significant correlation between the quality of different breeds of pork and the characteristics of muscle fiber, which is an important factor affecting the quality of pork. The diameter and area of muscle fibers are related to muscle growth and development. Therefore, we used the assay for transposase-accessible chromatin using sequencing (ATAC-seq) and RNA sequencing (RNA-seq) analysis to investigate the potential mechanism underlying the difference in skeletal muscle growth and development between the two types of pigs. First, transposase-accessible chromatin was analyzed to map the landscape of open chromatin regions and transcription factor binding sites. We identified several transcription factors that potentially affected muscle growth and development, including TFAP4, MAX, NHLH1, FRX5, and TGIF1. We also found that transcription factors with basic helix-loop-helix structures had a preference for binding to genes involved in muscle development. Then, by integrating ATAC-seq and RNA-seq, we found that the Wnt signaling pathway, the mTOR signaling pathway, and other classical pathways regulate skeletal muscle development. In addition, some pathways that might regulate skeletal muscle growth, such as parathyroid hormone synthesis, secretion, and action, synthesis and degradation of ketone bodies, and the thyroid hormone signaling pathway, which were significantly enriched. After further study, we identified a number of candidate genes (*ASNS, CARNS1, G0S2, PPP1R14C*, and *SH3BP5*) that might be associated with muscle development. We also found that the differential regulation of chromatin openness at the level of some genes was contrary to the differential regulation at the level of transcription, suggesting that transcription factors and transcriptional repressors may be involved in the regulation of gene expression. Our study provided an in-depth understanding of the mechanism behind the differences in muscle fibers from two species of pig and provided an important foundation for further research on improving the quality of pork.

## Introduction

Porcine skeletal muscle is one of the main sources of protein for the Chinese people, and skeletal muscle accounts for 40% of the body weight (1). The development and growth of skeletal muscle determine the quality and yield of meat (2). With the improvement of people's living standards, meat of increasingly high quality is pursued, and the meat from Duroc and other lean pigs can no longer meet the people's needs. Previous researchers have found that meat quality was related to muscle fiber characteristics and intramuscular fat content (3, 4). The character of muscle fiber is an important factor affecting meat quality (5, 6). One reason is that muscle fiber size affects the size of the muscle bundle, resulting in coarser muscle transverse sections (7, 8). Another reason is that the size of muscle fiber is related to tenderness; the smaller the muscle fiber, the lower the shear force, the better the tenderness and thus the better the meat quality (6). The shear force of pork is related to tenderness. Some researchers found that the meat quality of Lantang pig was better than Landrace pig. The shear force of Lantang pig was 61.23N, which significantly lower than that of Landrace pig (78.8N) (9). Luchuan pig is a typical fat breed, which is characterized by good meat quality, high reproductive performance, and a slow growth rate (10). Meanwhile, the diameter and area of the longissimus dorsi muscle fibers are significantly smaller than those of Duroc pigs. They are good models for studying the molecular mechanism underlying differences in meat quality. Therefore, studies on the differences between the longissimus dorsi muscle fibers of Luchuan and Duroc pigs can provide a direction for improving meat quality.

The muscle fiber diameter is related to muscle growth and development. It has been reported that the growth and development of skeletal muscle were regulated by interactions of multiple functional genes. The roles of transcription factors of the myogenic regulatory factor (MRF) family (11) and the myocyte enhancer factor-2 (MEF2) family (12) in the development of skeletal muscle have been intensively studied. Members of the MRF family, including myogenic differentiation antigen (MYOD), myogenic factor 5 (MYF5), myogenin (MYOG), and myogenic factor 6 (MYF6), which are key inducers of skeletal muscle development (13), are characterized by basic helix-loop-helix (bHLH) structures. The MEF2 family also has four members, namely MEF2a, MEF2b, MEF2c, and MEF2d. They all share an N-terminal MADS domain and a binding domain of MEF2, which can specifically bind A/T-enriched conserved sequences (14). There is a direct interaction between the MEF2 gene family and the MRF gene family (15). They can regulate each other's expression through the bHLH and MADS domains, and in most cases, the activation of genes related to muscle development is regulated synergistically. Many classical pathways such as the Notch signaling pathway (16), the Wnt signaling pathway (17), and the mTOR signaling pathway (18) are all key pathways for muscle proliferation and differentiation. In addition, some hormones such as parathyroid hormone (19) and thyroid hormone (20) also regulate skeletal muscle development. Recently, some researchers have studied the skeletal muscle development at different embryonic stages of the same pig breed from the perspective of chromatin openness and RNA sequencing (RNA-seq). However, the molecular mechanisms underlying differences in muscle growth between breeds remain unclear. Particularly, the molecular mechanisms underlying differences in meat quality have not been analyzed from the perspective of chromatin openness characteristics.

In this study, we performed an assay for transposase-accessible chromatin using sequencing (ATAC-seq) (21) for the detection of open chromatin regions of the longissimus dorsi muscle in two pig species in order to identify transcription factors that regulate muscle growth and development. By comparing ATAC-seq results with RNA-seq data, we further identified a number of potential core genes that regulated muscle proliferation and differentiation. In addition, some pathways that regulated this process were identified. These results will provide a useful resource for further exploration of the mechanisms underlying differences in meat quality.

## Materials and Methods

### Animals and Sample Collection

Three Luchuan and three Duroc boars were used in this study. Animals had free access to food and water and were kept under the same conditions. All pigs were put to death at the age of 180 days, with overnight fasting prior to death. Samples of the longissimus dorsi muscle were collected and frozen in liquid nitrogen for subsequent experiments. All animal experiments were approved by the Institutional Animal Care and Use Committee of Guangxi University (GXU-2015-003).

### Histological Analysis

To investigate the size of muscle fibers, the muscle was immobilized in 4% paraformaldehyde solution for 24 h and completely embedded in paraffin. A solidified paraffin block was cut crosswise and stained with hematoxylin and eosin (H&E). Histological examination was conducted under a light microscope. Three tissue sections of each pig were included, and five visual fields were randomly selected for each section under 40× magnification. Images were collected using an upright microscope. At least 50 muscle fibers were randomly selected by Image-Pro Plus 6.0 Image analysis software, and the diameter and area of muscle fibers in the collected images were measured.

### ATAC-seq

The original Illumina high-throughput sequencing image data files were converted into original sequences after base group recognition by bcl2fastq software (22). The results were stored in FASTQ file format. Trimmomatic (v0.36) software was used to filter the original sequences to obtain high quality clean reads, and Bowtie2 software was used to compare the sequencing sequences with the reference genome (Sus scrofa 11.1) (23). MACS2 software was used for peak detection to obtain an overview of the open chromatin regions of the whole genome of each sample (24). Different peaks were identified based on the following criteria: |log_2_(fold change)| ≥ 1 and *P* < 0.00001. The genes corresponding to the different peaks of each sample were identified and annotated. Three biological replicates were used. The motif was examined using the Multiple EM for Motif Elicitation (MEME) suite and transcription factors were predicted using the motif database scanning algorithm TOMTOM (25).

### RNA-seq

Transcriptome data were assembled using StringTie and compared with the reference genome (Sus scrofa 10.2) using CuffCompare (26). The calculated gene expression was directly used to compare gene expression between different samples. Difference analysis software DEGseq was used to analyze the differences between groups. Significantly differentially expressed genes (DEGs) were identified based on the following criteria: |log_2_(fold change)| ≥ 1 and *q* < 0.001. Three biological replicates were used.

### Integration Analysis of ATAC-seq and RNA-seq

The genes associated with the open chromatin regions in Duroc and Luchuan overlapped with the up and down regulated genes in the Duroc and Luchuan transcriptomes, respectively.

### Gene Functional Annotation

Gene Ontology (GO) enrichment analysis of DEGs was performed using topGO software. KOBAS software was used for Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis among DEGs.

### Analysis of Gene Expression

Three duplicate tissue samples were obtained from each pig. Total RNA was isolated using TRIzol reagent (OMEGA, USA; Genstar, Beijing, China) and then reverse transcribed using a first strand cDNA synthesis kit (Takara, Dalian, China) according to the manufacturer's instructions. The primers used in this study are shown in Table 1. Thermal cycling conditions were as follows: 95°C for 1 min, followed by 40 cycles of 10 s at 95°C, 34 s at 60°C, and 1 min at 60°C. Three biological replicates were used. Primers for selected genes were designed by primer 5.0. Cycle threshold values were collected and normalized to that of *TBP*.

**Table 1:** qPCR primer sequence.

**List**	**Name**	**Primer sequence (5′ to 3′)**
1	PVALB_F	AGGAGGAGGAGCTGGGATTC
2	PVALB_R	AGCTTTCAGCCACCAGAGTG
3	LGMN_F	AGACGCTCCACAAACAGTAC
4	LGMN_R	CAACTTCATGGCAGAGATGGA
5	PPP1R14C_F	CACCAGCAAGGAAAAGTGACAG
6	PPP1R15C_R	GCATTTCTTCTTCCTCGCAGC
7	EGF_F	TCTGAACCCGGACGGATTTG
8	EGF_R	GACATCGCTCGCGAACGTAG
9	PDK4_F	ACCAGGAAAACTGGCCTTCT
10	PDK4_R	GGAACACCACCTCCTCTGTC
11	ASNS_F	GTGTTCAGAAGCTAAAGGTCTCGTT
12	ASNS_R	GGCGACTTTGCCATTTGG
13	G0S2_F	GTCGCCTTACGTTTGGACTTGC
14	G0S2-R	CAGGTAACTCCGCTCAGGTGC
15	CCNYL1_F	AGCTGAGTTGGATTACGGAGC
16	CCNYL1_R	TCCTCTTTTCTCGCACATCTGTT
17	TBP_F	GAACTGGCGGAAGTGACGTT
18	TBP_R	GCACAGCAAGAAAGAGTGATGC

### Statistics

All data are expressed as mean ± SEM. Statistical analysis was performed by the unpaired two-tailed Student's *t*-test. The probability level of *P* < 0.05 (^*^) or *P* < 0.01 (^**^) is used to indicate significance.

## Results

### Phenotype and ATAC-seq Quality Control of the Duroc and Luchuan Pig Muscle Tissues

It is well-known that the meat quality of Luchuan pigs is higher than that of Duroc pigs, partially because the diameter and area of muscle fiber of Luchuan pigs are smaller than those in Duroc pigs (Figure 1A).

**Figure 1:**
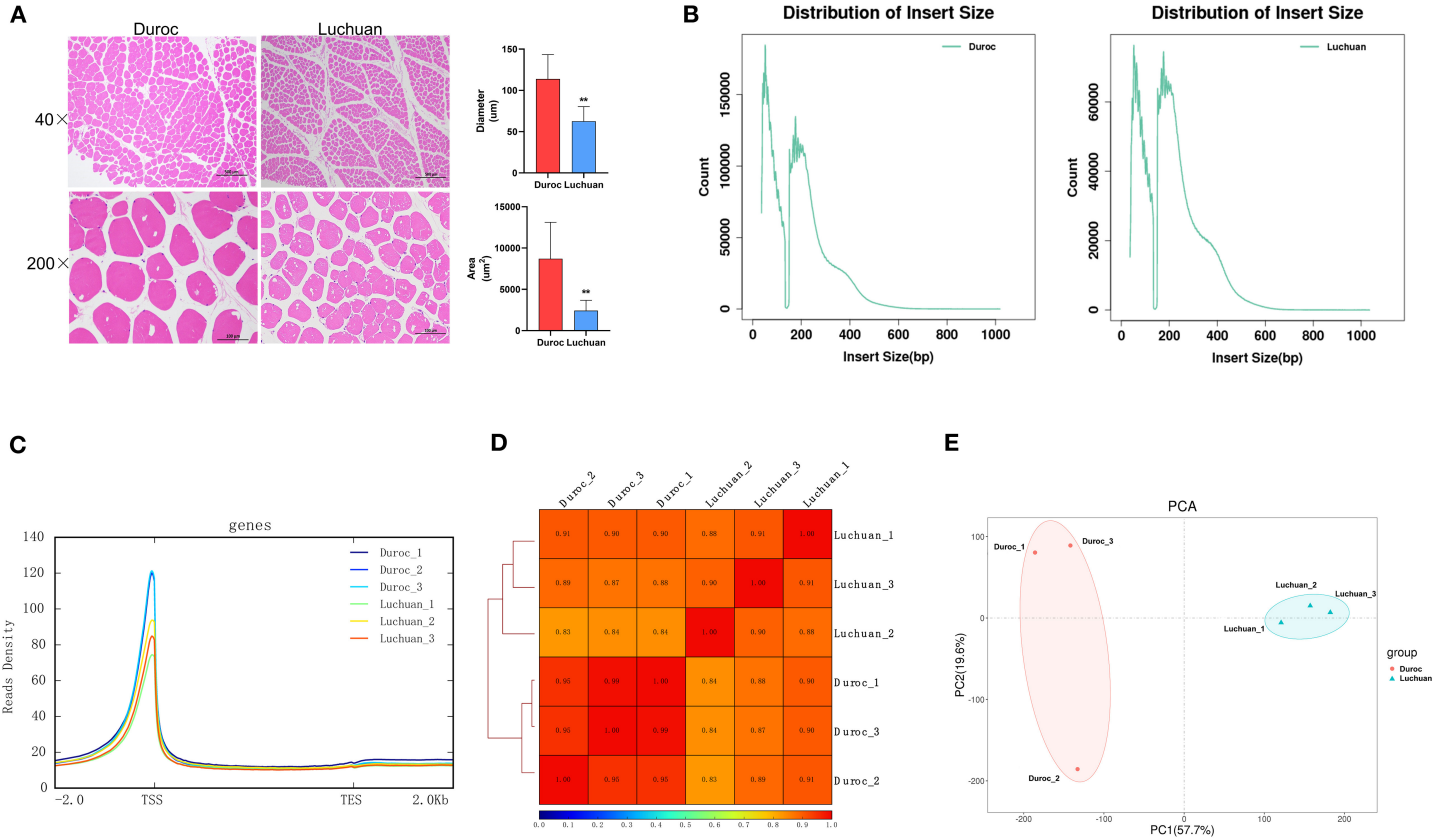
Phenotype and ATAC-seq quality control. **(A)** Muscle tissue sections at 40× and 200× magnification. Quantification of the diameter and area of muscle fibers. The data are expressed as mean ± SD. **P < 0.01. **(B)** Distribution of insert size. **(C)** Enrichment of ATAC-seq signals around the TSS. The *x*-axis represents the normalized gene or peak length, and the *y*-axis represents the read enrichment. The larger the value, the higher the enrichment. TSS, transcription start site; TES, transcription end site. −2.0 represents 2 kb upstream of the TSS, and 2.0 represents 2 kb downstream of the TES. **(D)** The Pearson's correlation results shown by a heat map scatterplot. **(E)** Principal component analysis (PCA).

To unveil the mechanism behind the muscle fiber difference, ATAC-seq was performed to investigate the chromatin accessibility of the genome. 

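ATAC-seq cuts accessible DNA with a transposase and sequences the fragments, so that reads pile up where chromatin is open. It was performed on the longissimus dorsi muscle of 3 Duroc and 3 Luchuan boars aged 180 days. The paper's Table 2 gives 149338986, 127614802 and 130236642 clean reads for Duroc replicates 1, 2 and 3, and 104104332, 99337648 and 112491782 for Luchuan replicates 1, 2 and 3. The authors filtered the reads with Trimmomatic (version 0.36), aligned them to the Sscrofa11.1 genome with Bowtie2 and detected peaks with MACS2. The authors' deposited table lists 217213 peak intervals, each with 1 read count for Duroc and 1 for Luchuan, so the values of the 3 boars of a breed are not separate and none of the values from it has a standard deviation between animals. Overlapping or adjoining common intervals were merged here and each merged region was represented by its longest interval, a rule chosen after the table and the counts it gives had been examined, which left 140081 regions. These regions held 20760249 Duroc reads, with a median of 61 per region and an interquartile range of 27 to 164. They held 13746466 Luchuan reads, with a median of 38 and an interquartile range of 19 to 102. The log2 fold change of the authors' deposited table is that of Luchuan against Duroc, with 1 added to each count. In it the Luchuan counts are multiplied by a factor that rises slowly with the signal, from 1.40 to 1.53 with a median of 1.46, and the Duroc counts are not scaled. Its P was recomputed from the counts of all 217196 intervals that have one. It takes the rescaled Luchuan count, rounded, as if it were a number of reads, beside the Duroc count. Where these counts sum to less than 20, P is 0.5 times the binomial probability of exactly this split at equal shares. From 20 on, P is 0.5 times the likelihood of equal shares relative to that of the observed shares. This P compares 1 count per breed, without the spread between boars.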

A total of 767,777,278 raw reads were obtained. After filtration, 723,124,192 clean reads were obtained (Table 2). All libraries produced fragment lengths with expected distribution (Figure 1B). The highest peak on the left was a nucleosome-free fragment corresponding to the open chromatin region (the nucleosome cleaved fragment <147), and the highest peak on the right was the open chromatin fragment representing the fragment including two nucleosomes (the nucleosome cleaved fragment >147 and <147 × 2), which is consistent with the characteristics of open region of chromatin revealed by other studies. Most of the identified accessible areas were enriched in 2 kb of transcription start site (Figure 1C), indicating that open regions of chromatin were involved in transcriptional regulation. 

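The annotation used here gives the start and end of 19550 protein-coding genes of Sscrofa11.1 but not their strand, so both ends of each gene stand in for the transcription start site. The midpoint of 24073 of the 140081 regions lay within 2 kb of a gene end, which is 17.2% (95% Wilson confidence interval, 17.0% to 17.4%). These windows covered 5.50% of the chromosomes, so regions were 3.12 times as frequent there as their length gives. Within 1 kb of a gene end lay 12.7% of the regions in 2.91% of the chromosomes, which is 4.37 times the share by length. Within 5 kb lay 25.2% of the regions in 12.0% of the chromosomes, which is 2.09 times that share. The median distance from a region to the nearest gene end was 20.9 kb. From the enrichment near transcription start sites, the paper concludes that open chromatin took part in the regulation of transcription.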

To further determine the quality of our ATAC-seq data, pairwise Pearson correlation between any pair of ATAC-seq samples was calculated according to the read signals from the combined ATAC-seq peaks of all samples, and the results showed that there were similarities between pigs of the same species and differences between the two breeds (Figure 1D). Principal component analysis (PCA) revealed the similarity between biological replicates and the difference between the two pig breeds (Figure 1E). All these results suggested that the quality of the sequencing data was very high.

**Table 2:** ATAC-seq data statistics.

**Sample**	**Duroc _1**	**Duroc _2**	**Duroc _3**	**Luchuan _1**	**Luchuan _2**	**Luchuan _3**
Raw reads	158,494,044	134,992,362	138,531,738	110,414,912	106,505,090	118,839,132
Raw bases (G)	23.77	20.25	20.78	16.56	15.98	17.83
Raw Q30 (%)	89.72	90.2	88.31	90.26	90.1	90.72
Raw GC (%)	48.8	49.98	48.84	47.72	47.27	49.35
Clean reads	149,338,986	127,614,802	130,236,642	104,104,332	99,337,648	112,491,782
Clean bases (G)	15.97	14.1	13.76	11.75	11.59	12.68
Clean Q30 (%)	96.22	96.03	95.17	96.03	95.82	96.08
Clean GC (%)	48.72	50.2	48.66	47.3	46.98	49.63
Clean reads rate (%)	94.22	94.53	94.01	94.28	93.27	94.66

### Chromatin Accessibility in the Muscle of Duroc and Luchuan Pigs

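The authors' deposited table marks each interval as called in 1 breed or as common. The common class holds 70865 intervals called in Duroc and 75043 called in Luchuan, which merged into 68776 regions. A Duroc-specific peak had a median of 38 Duroc reads and 20 Luchuan reads, and its median log2 fold change was -0.39 (interquartile range, -0.77 to -0.07). A Luchuan-specific peak had a median of 20 Luchuan reads and 17 Duroc reads, and its median log2 fold change was 0.75 (interquartile range, 0.36 to 1.17). Common regions had medians of 160 Duroc reads and 102 Luchuan reads. After the authors' rescaling, 84.3% of the 44532 Duroc-specific peaks and 65.7% of the 26773 Luchuan-specific peaks differed by less than 2-fold between breeds, against 97.6% of the common regions. The signal was higher in the other breed for 20.5% of the Duroc-specific and 8.68% of the Luchuan-specific peaks. Most specific peaks were weak. At or above 6.22, the median average log2 signal of the 217213 intervals, 5198 regions were Duroc-specific, 1366 Luchuan-specific and 53095 common.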

We identified 44,532 peaks specific to Duroc, 26,773 peaks specific to Luchuan, and 68,776 common peaks. The MA plot in Figure 2A shows the relationship between the open intensity and fold change of all peaks. 

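In the authors' deposited table, the median log2 fold change over all intervals was -0.000486 and its interquartile range was 0.563. The spread depended on the signal. Over the regions in the lowest quartile of average signal, with a median of 33 reads for both breeds together, the log2 fold change had a robust standard deviation of 0.92, and counting error alone gives 0.51. Over the highest quartile, with a median of 575 reads, these values were 0.26 and 0.12. The share of regions with |log2(fold change)| of 1 or more fell from 28.9% in the lowest quartile through 11.5% and 8.52% to 2.06% in the highest. The direction of these regions also changed with the signal. In the lowest quartile 7314 were higher in Luchuan and 2806 in Duroc, and in the third quartile 776 were higher in Luchuan and 2208 in Duroc.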

As can be seen from the distribution map of all peaks on the chromosome, the signal intensity of Duroc peaks was higher than that of Luchuan peaks in total (Figure 2B). 

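Without scaling for depth, 83.2% of the 140081 regions had more Duroc than Luchuan reads, and the median log2 ratio of Luchuan to Duroc was -0.57. Duroc had 1.29 times the clean reads of Luchuan in Table 2. With the counts scaled by those clean reads, 67.6% of the regions were higher in Duroc and the median log2 ratio was -0.20. With the authors' rescaled values, 51.1% were higher in Duroc and the median was -0.012. Over the common regions alone, 49.1% of the rescaled values were higher in Duroc. The rescaling multiplies the Luchuan counts by a median of 1.46, more than the 1.29 of clean reads, and leaves the breeds nearly equal. These rescaled shares therefore cannot show whether the total signal was higher in Duroc. Peaks called in Duroc held 454 Duroc reads per kb over 43806015 bases, and peaks called in Luchuan held 335 Luchuan reads per kb over 35078797 bases, both without scaling. Regions of 1 pooled library per breed are not replicates, and no test was made across them.

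**Figure D1:**
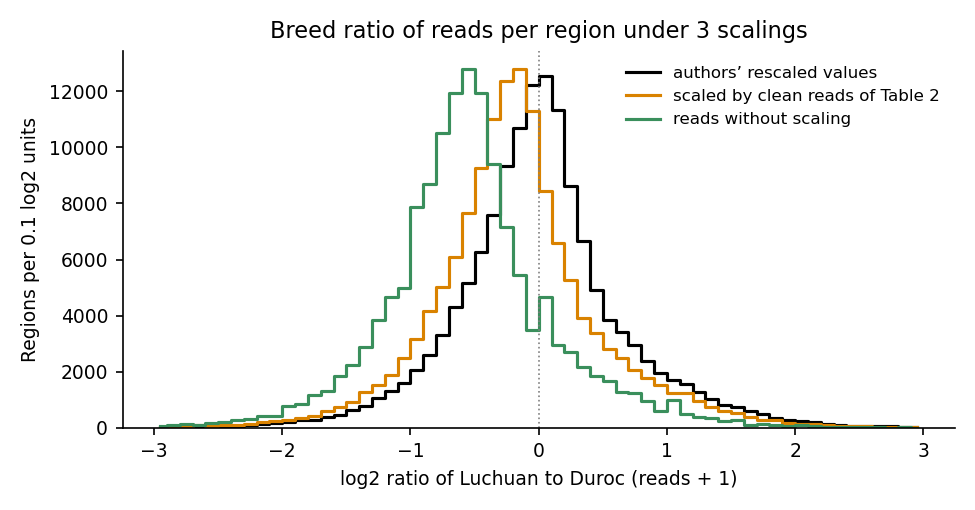
Number of regions (y axis) by the log2 ratio of Luchuan to Duroc reads, with 1 added to each count (x axis, steps of 0.1), for the authors' rescaled values, for counts scaled by the clean reads of Table 2 and for counts without scaling. The median lies at -0.012, -0.20 and -0.57 in that order.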

Genome-wide functional regions are divided into introns, intergenic regions, promoters, exons, 5'UTRs, and 3'UTRs to annotate all peaks (Figure 2B). We found that the peaks of the promoter regions in Luchuan accounted for 20.62% of the total area, while those of Duroc accounted for 16.90% (Figure 2C). 

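The share of peaks near gene ends was counted within 2 kb of either end of a protein-coding gene, because the strand needed for a promoter was not in the annotation used here. This share was 20.9% of the 101816 peaks called in Luchuan (95% Wilson confidence interval, 20.7% to 21.2%) and 19.2% of the 115397 peaks called in Duroc (19.0% to 19.4%). Both sets include the common peaks, of whose merged regions 24.0% lay near a gene end. Among the specific peaks the order was the opposite, with 9.71% of the Luchuan-specific and 11.1% of the Duroc-specific peaks near a gene end (odds ratio 0.862, 95% confidence interval 0.820 to 0.907, p = 6.15e-09, two-sided Fisher's exact test over peaks, which are not animals). The Luchuan-specific peaks were weaker, with a median average log2 signal of 4.53 against 5.07 for the Duroc-specific peaks. Stronger peaks lay near gene ends more often, and the 2 classes were not matched for signal, so this order was not separated from signal. With the 101816 peaks of each breed that held the most of its reads, the shares were 20.9% in Luchuan and 20.8% in Duroc. With the 50000 strongest peaks of each breed they were 31.0% and 29.9%, and with the 25000 strongest 42.4% and 42.0%. Among the windows tried with all peaks, 1 kb outside and 100 bases inside each gene end moved the shares most, to 9.62% in Luchuan and 8.65% in Duroc.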

As shown in the heat map, the peaks of Duroc and Luchuan were divided into four clusters. The clusters revealed differences in chromatin openness between the two pig breeds (Figure 2D). Compared with cluster1 and cluster2, the signal intensity was not only higher but also had the biggest difference. Compared with cluster3 and cluster4, although the signal intensity was different, the signal intensity was weaker than that of cluster1 and cluster2, which suggested that the key factors that might regulate muscle development were these strong signal peaks. There was a big difference between the genome-wide Duroc peak and Luchuan peak, but whether there was a chromosomal difference is not clear. Thus, the distribution of Duroc peaks and Luchuan peaks on chromosomes (the length of each different peak was standardized according to the length of each chromosome) was further studied. It was found that the peaks of Duroc were much more enriched on the X chromosome than those of Luchuan. It seems that downregulated chromatin accessibility regions most likely enriched in X chromosome. 

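On the X chromosome, 217 of 3323 regions passed the paper's threshold for different peaks, on P and on |log2(fold change)|, as higher in Duroc, which is 6.53%, and 28 regions, or 0.843%, passed it as higher in Luchuan. On the 18 autosomes the share higher in Duroc ran from 1.83% to 2.84% and the share higher in Luchuan from 0.893% to 1.77%. The odds of lying on X rather than on another chromosome were 3.88 times as high for the regions higher in Duroc as for those higher in Luchuan (95% confidence interval 2.605 to 5.78, p = 1.13e-14, two-sided Fisher's exact test). Against all regions as background, the odds ratio of X for regions higher in Duroc was 2.91 (2.53 to 3.36, p = 2.92e-38, Fisher's exact test) and for regions higher in Luchuan 0.716 (0.492 to 1.04, p = 0.0852, Fisher's exact test). The result for Luchuan depended on the setting. With the threshold of 0.01 on P that the legend of Figure 2E gives, its odds ratio was 0.449 (0.3598 to 0.561, p = 1.29e-15, Fisher's exact test), and over every interval it was 0.621 (0.432 to 0.891, p = 0.00783, Fisher's exact test). Per 10 Mb of chromosome, X had 17.2 regions higher in Duroc, within the 8.78 to 21.6 of the autosomes. X had 26.4 regions per Mb in all, against 47.1 to 84.0 on the autosomes. It had 2.22 regions per 10 Mb higher in Luchuan, below the 4.85 to 11.5 of the autosomes. The paper standardized its different peaks by chromosome length. By length and at this threshold, X was low in regions higher in Luchuan and not high in those higher in Duroc. In each of 13 windows of 10 Mb along X, more regions were higher in Duroc than in Luchuan, with 1 and 0 from 70 to 80 Mb. The autosomes also had more, 3181 against 1583, so this alone does not show an excess particular to X. The median log2 fold change of all X regions was -0.23, and those of the autosomes lay between -0.10 and 0.07. With the log2 fold changes centred on the median of X and on that of the autosomes, 154 X regions were higher in Duroc and 60 in Luchuan, and the odds ratio of Duroc against Luchuan was 1.34 (0.985 to 1.81, p = 0.0651, Fisher's exact test). The odds ratio of X for regions higher in Luchuan then reversed to 1.51 (1.17 to 1.96, p = 0.00288, Fisher's exact test). These tests are over regions of pooled libraries, and neighbouring regions are not independent.

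**Figure D2:**
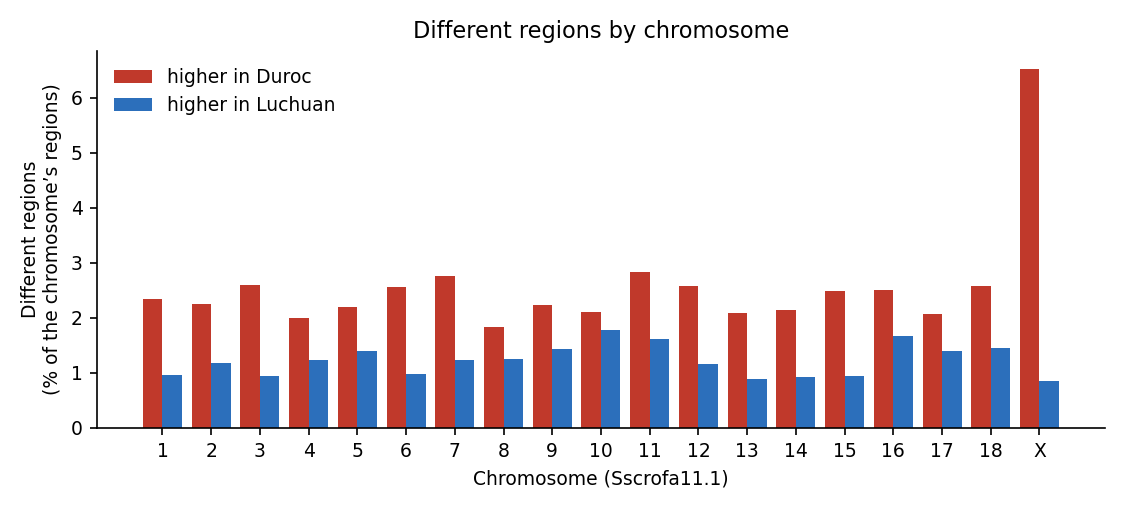
Percent of the regions of each chromosome (y axis) that passed the threshold as higher in Duroc or as higher in Luchuan, for chromosomes 1 to 18 and X (x axis). Chromosome Y is not drawn. On X the bar for Duroc reaches 6.53%, and no autosome exceeds 2.84%.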

Then, the genes corresponding to downregulated chromatin accessibility regions on chromosome X were subjected to KEGG pathway enrichment analysis (Figure 2E). Our data revealed that regulation of the actin cytoskeleton, the Hippo signaling pathway, and the Wnt signaling pathway were enriched pathways involved in muscle development, which indicated that the X chromosome was an important chromosome that regulated muscle development, which is consistent with other studies (27, 28).

**Figure 2:**
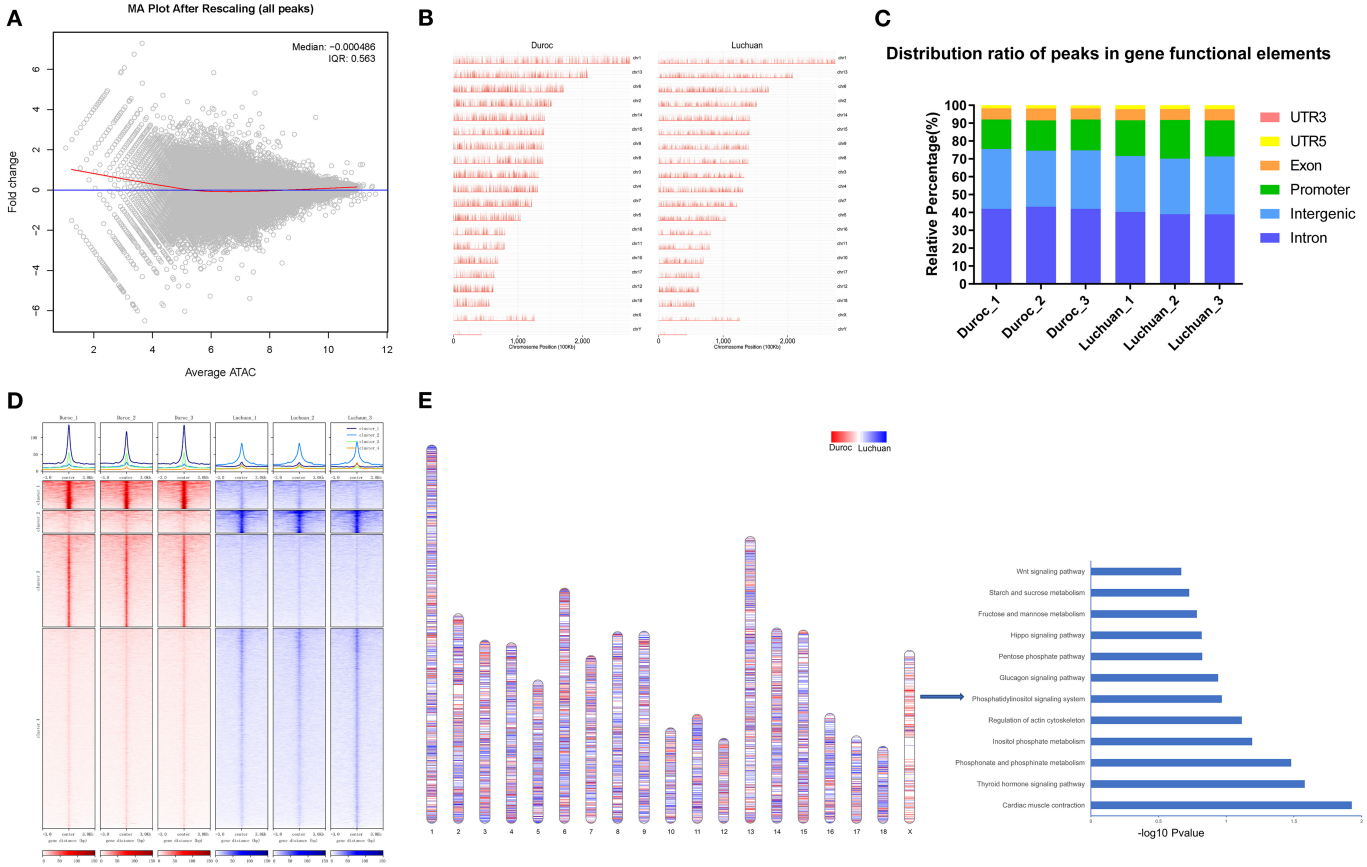
Analyses of the peaks. **(A)** MA plot. The *x*-axis represents signal strength in the open region of chromatin, and the *y*-axis represents fold change. **(B)** Chromosomal distribution of all peaks. **(C)** Distribution ratio of peaks in gene functional elements. **(D)** Top, enrichment of ATAC-seq signals around the 3 kb upper and lower reaches of the peak center. Bottom, peaks are divided into four categories according to the signal intensity. **(E)** Left, chromosome distribution of Duroc peaks and Luchuan peaks (*P* < 0.01). Right, KEGG pathway enrichment analysis of the genes corresponding to Duroc peaks on the X chromosome.

### Corresponding Genes and Motif Analysis in Different Peaks

In order to identify the open sites related to phenotype, different peaks were filtered with *P* < 0.00001 |log_2_(fold change)| ≥ 1. There were 3,412 different peaks in duroc pigs, 1,639 different peaks in Luchuan pigs (Figure 3A). 

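With this threshold, 3422 of the 140081 regions were higher in Duroc and 1632 in Luchuan, so 67.7% of the different regions were higher in Duroc. Counting every interval as the table lists it gave 4005 and 1966. Merging the intervals past the threshold where they overlap gave 3524 and 1666, and taking the interval with the highest signal for each common region gave 3422 and 1631. These 3 countings were chosen after seeing the data. Of the settings tried, |log2(fold change)| of 2 or more moved the number in Duroc by the largest factor, to 730, with 499 in Luchuan. A Benjamini-Hochberg adjusted P under 0.05 moved the number in Luchuan by the largest factor and reversed the order, to 6337 in Duroc and 7320 in Luchuan. With the counts scaled by the clean reads of Table 2, they were 5066 and 947. Of the regions higher in Duroc, 2534 were Duroc-specific, 887 common and 1 Luchuan-specific, and of those higher in Luchuan, 1154 were Luchuan-specific and 478 common. In the authors' deposited table, the smallest P of a region higher in Duroc was 1.52e-267, on chromosome 12 from 19713423 to 19714864, which lies outside genes and 33.2 kb from TMEM106A. It had 1031 Duroc reads and 16 Luchuan reads, a log2 fold change of -5.39 (95% Clopper-Pearson interval for counting error, -6.29 to -4.77), which was also the largest fall among regions at or above the median average signal of all intervals. The next smallest P in Duroc belonged to chromosome Y, from 42726409 to 42728515 with a log2 fold change of -3.64 and from 42873070 to 42874484 with -4.08. Another region of chromosome Y, from 41466801 to 41468016, had the next largest fall within the limit on signal, -4.39. Among regions higher in Luchuan, the smallest P, 6.32e-236, and the largest rise within the same limit on signal were at chromosome 9 from 4701599 to 4702210, 3.30 kb from LOC100737110. It had 633 Luchuan reads and 33 Duroc reads, a log2 fold change of 4.81 (4.35 to 5.41). Next by P came chromosome Y from 40209682 to 40212587 with 1.26 and from 25287574 to 25288757 with 2.77. Next by fold change within that limit came X from 22068725 to 22069348 with 4.11 and chromosome 5 from 40188694 to 40189228 with 3.82. None of these regions lay within 2 kb of a protein-coding gene.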

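Each different region was assigned to every protein-coding gene whose body, extended by 2 kb on both sides, held the midpoint of the region. Of the 3422 regions higher in Duroc, 2044 had such a gene, and of the 1632 higher in Luchuan, 926 had one. This gave 1461 genes for Duroc and 653 for Luchuan, of which 110 were in both lists, and 2004 genes in all. Of these genes, 1450 had 1 different region and 59 had 5 or more. Their median length was 93.7 kb, against 27.1 kb for the 15924 genes with any region. The nearest gene at any distance gave 2154 genes for Duroc and 1061 for Luchuan. A gene end within 10 kb gave 1078 and 361, and moved the number for Luchuan by the largest factor.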

By annotating each different peak, the different peaks of Duroc correspond to 1,376 genes, and the different peaks of Luchuan correspond to 628 genes, and a total of 1,905 genes were obtained. GO analysis and KEGG pathway enrichment analysis were conducted with these genes. Pathways with *P* ≤ 0.05 were considered significantly enriched. In the biological process category of GO enrichment, mainly processes related to muscle cell differentiation and muscle development were enriched, among which actin cytoskeleton organization was the most significant (Figure 3B). Moreover, 74 KEGG pathways were significantly enriched (*P* ≤ 0.05), many of which are involved in muscle development, such as the Wnt signaling pathway, the AMPK signaling pathway, and the Hippo signaling pathway (29–31). We showed 12 classical pathways associated with muscle development in Figure 3C. Duroc muscles are better developed than those of Luchuan. On this foundation, we analyzed the motifs on the different peaks of Duroc using the MEME suite and predicted the transcription factors by using the motif database scanning algorithm TOMTOM. Finally, 373 transcription factors (*P* < 0.05) were predicted. The transcription factors MYOD, MYOG, MYF5, MYF6, and members of the MEF2 family were key factors, which regulated the expression of many genes related to muscle development. Based on our data, they may bind to a total of 99 sites in different Duroc peaks (Figure 3D). Interestingly, the MEF2 family did not intersect with the other four transcription factors, suggesting it was regulated to muscle development in different ways. Among all the predicted transcription factors, 160 transcription factors shared common binding sites with these key factors. Sorted by the number of common binding sites, the top 10 transcription factors are shown in Figure 3E. Interestingly, nine of these 10 transcription factors have been reported to be associated or potentially associated with muscle development.

**Figure 3:**
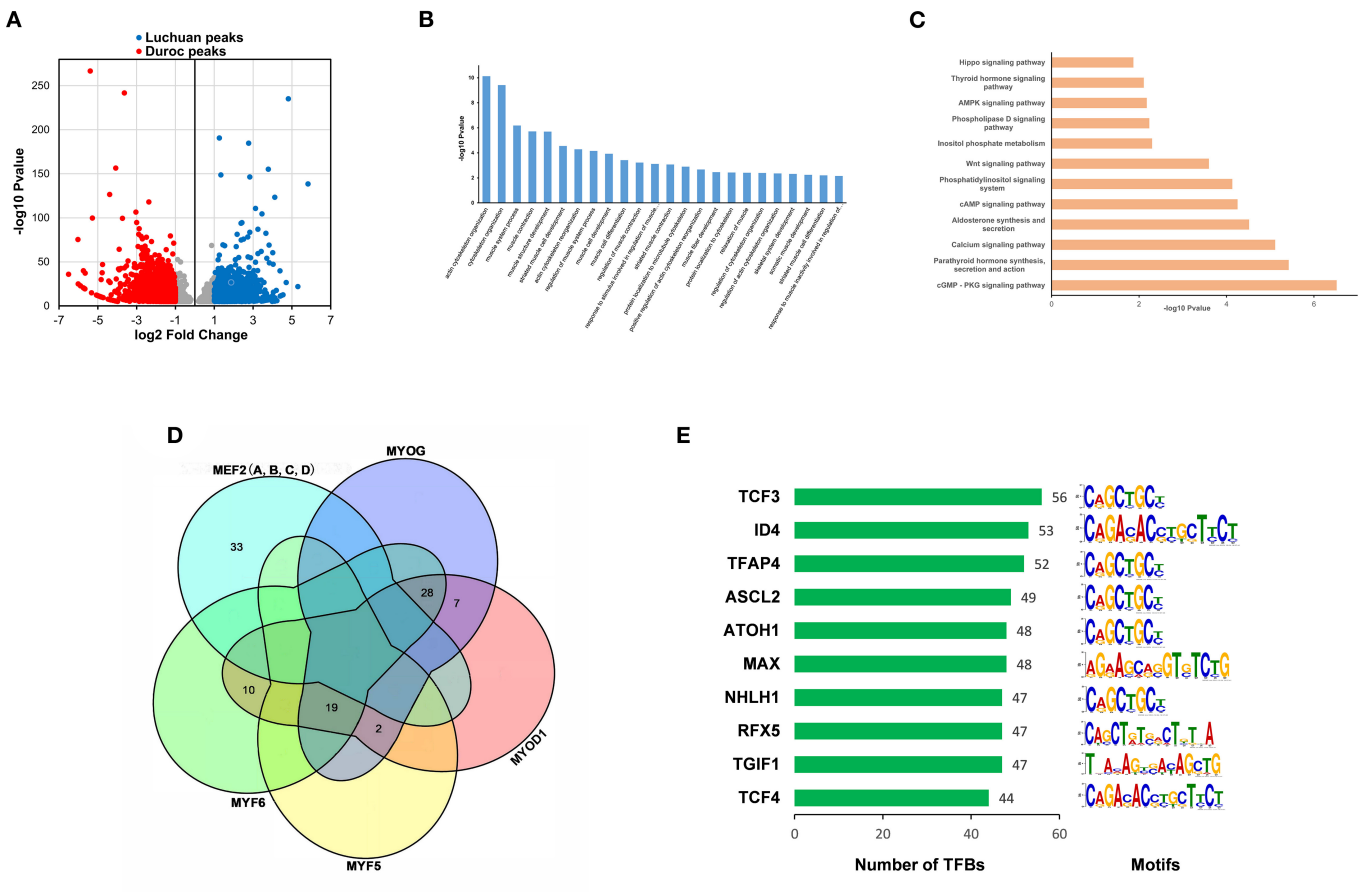
Different peaks corresponding to target gene enrichment analyses and transcription factor prediction. **(A)** Scatter plot of differential peaks (*P* < 0.00001, |log_2_(fold change)| ≥ 1). **(B)** GO enrichment analysis of target genes corresponding to different peaks. **(C)** KEGG pathway enrichment analysis of target genes corresponding to different peaks. **(D)** Unified Venn diagrams of predicted binding sites of star factors (MRFs and MEF2s) involved in the regulation of muscle development according to motif alignment. **(E)** Predicted transcription factors. Left, the number of co-binding sites between the predicted transcription factors and the star factors. Right, the motif type of the transcription factors.

### RNA-seq Data From Duroc and Luchuan Pig Muscle Tissues

High-throughput mRNA sequencing was performed to evaluate the transcriptome. PCA showed that there was a correlation within groups and a difference between groups of mRNA abundance among biological repeats (Supplementary Figure 1A). In total, 22,787 genes were identified in Duroc and 22,778 genes were identified in Luchuan by RNA-seq. The abundance of mRNA in two groups followed an approximately lognormal distribution (Supplementary Figures 1B,C). In total, 21,560 genes were shared by Duroc and Luchuan (Supplementary Figure 1D). The average abundance of mRNA in Duroc had a high correlation with that in Luchuan (*R*^2^ = 0.899; Supplementary Figure 1E).

In order to identify the crucial functional genes related to phenotype, differentially expressed mRNAs (DEmRNAs) were filtered based on the criteria |log_2_(fold change)| ≥ 1 and *q* < 0.001. Overall, 1,680 upregulated and 1,127 downregulated mRNAs were screened (Figure 4A). GO analysis and KEGG pathway enrichment analysis were used to analyze these up and downregulated mRNAs. All DEmRNAs were mapped to terms of the GO database, enabling annotation. These upregulated DEmRNAs were enriched in protein-related processes, etc. (Figure 4B). These downregulated DEmRNAs were enriched in ATP binding, etc. (Figure 4C). Some KEGG pathways related to protein metabolism and energy metabolism were significantly enriched. These upregulated DEmRNAs were enriched in cAMP signaling pathway, etc. (Figure 4D). These downregulated DEmRNAs were enriched in protein digestion and absorption, starch and sucrose metabolism, the mTOR signaling pathway, ABC transporters, and the TGF-beta signaling pathway (Figure 4E) (29–31). This suggested that DEmRNAs may be involved in maintaining intramuscular homeostasis and muscle development.

**Figure 4:**
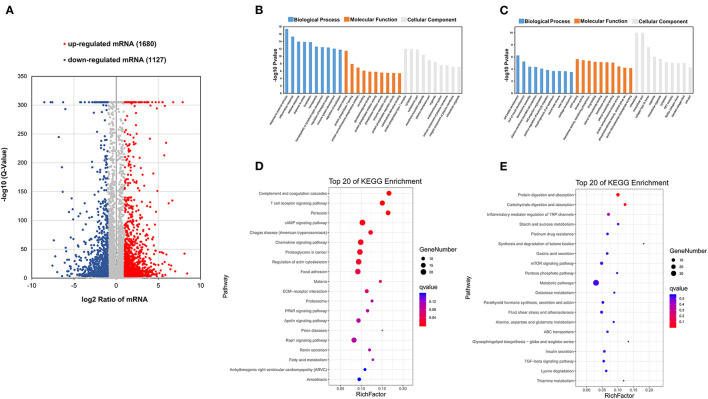
Analyses of RNA-seq. **(A)** Scatter plot of transcriptome data (*q* < 0.001, |log_2_(fold change)| ≥ 1). **(B)** GO enrichment analysis of upregulated mRNAs. **(C)** GO enrichment analysis of downregulated mRNAs. **(D)** KEGG classification of upregulated mRNAs. **(E)** KEGG classification of downregulated mRNAs.

### Integration of ATAC-seq Results With RNA-seq

To determine whether changes in open chromatin regions in ATAC-seq analysis were associated with changes in gene expression, we integrated ATAC-seq data with RNA-seq data. In total, 234 DEGs were identified (Figure 5A), including 121 upregulated genes and 113 downregulated genes.

**Figure 5:**
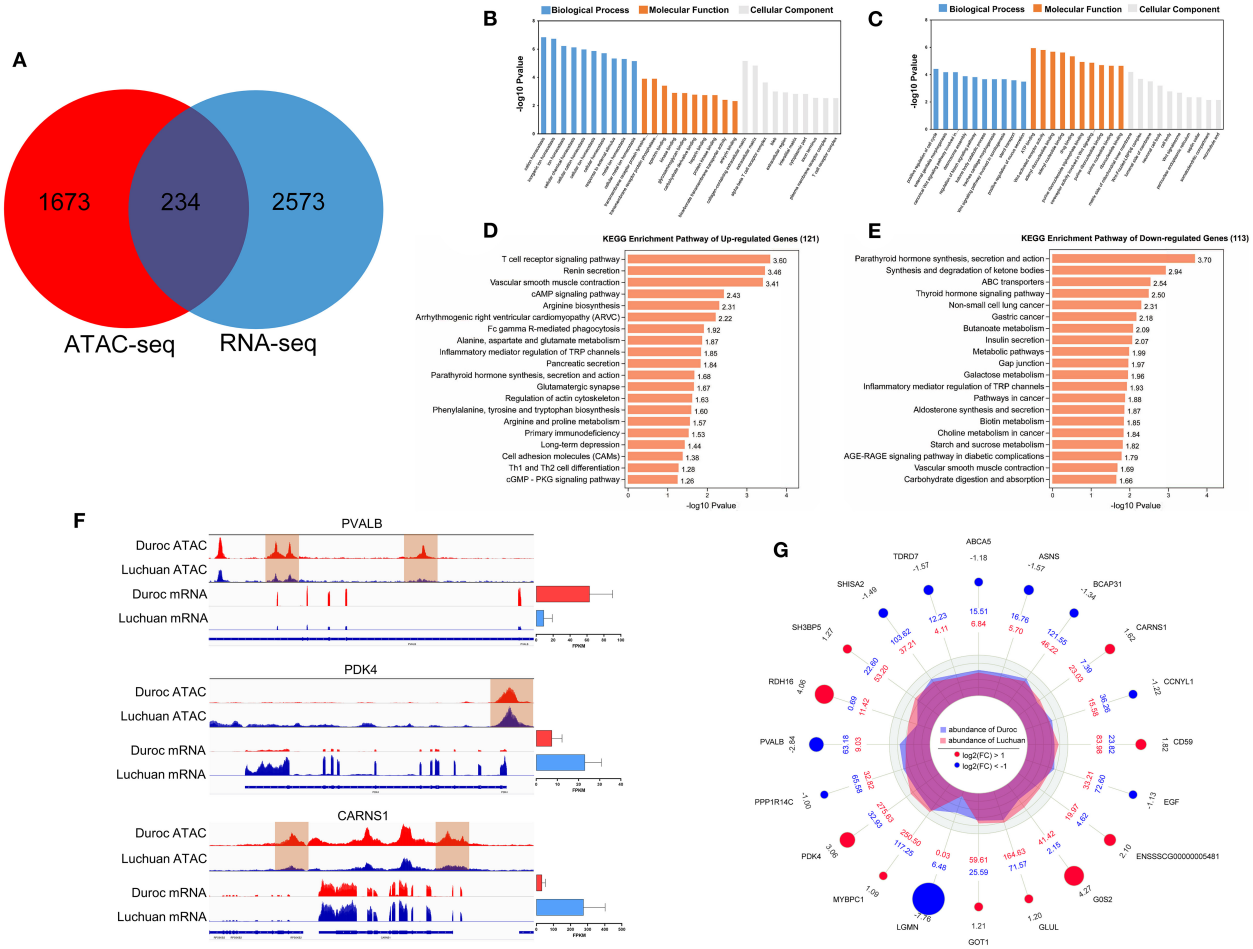
Analysis results of integrated ATAC-seq and RNA-seq results. **(A)** Intersection of different mRNAs and different peaks corresponding to the target genes. **(B)** GO enrichment of upregulated DEGs. **(C)** GO enrichment of downregulated DEGs. **(D)** KEGG classification of upregulated DEGs. **(E)** KEGG classification of downregulated DEGs. **(F)** Peak diagram showing the relationship between genes in open regions of chromatin and gene expression. Among them, the *PVALB* gene of Duroc had a different peak and its transcriptional expression level was high; the *PDK4* gene of Luchuan had a different peak and its transcriptional expression level was high; the *CARNS1* gene of Duroc had different peaks but its transcriptional expression level was low. **(G)** A radar map of the top 20 candidate genes.

According to the GO annotation of these DEGs, it is interesting to note that the 121 upregulated genes were significantly enriched in pathways related to muscle homeostasis and muscle maintenance, including ion homeostasis and cellular homeostasis (Figure 5B). Meanwhile, the 113 downregulated genes were enriched in the Wnt signaling pathway, ATP binding, the Notch signaling pathway, and so on, which are related to muscle development regulation (Figure 5C). After annotating the DEGs to KEGG pathways, the data showed that some pathways related to energy metabolism and protein metabolism, such as the cAMP signaling pathway, galactose metabolism, starch and sucrose metabolism, alanine, aspartate, and glutamate metabolism, and phenylalanine, tyrosine, and tryptophan biosynthesis were significantly enriched (Figures 5D,E). Interestingly, parathyroid hormone synthesis, secretion, and action was the most significantly enriched pathway. In order to further determine the relationship between chromatin openness and gene expression and to further investigate how transcription factors regulate downstream genes, we analyzed the relationship between gene openness and gene expression. As shown in Table 3, 67 genes were upregulated and 17 genes were downregulated in the region with high chromatin openness, while 96 genes were downregulated and 54 genes were upregulated in the region with low chromatin openness. This may be due to the involvement of transcriptional factors or transcriptional repressors in the regulation of gene expression. Some examples are shown in Figure 5F. 

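PVALB encodes parvalbumin, a calcium-binding protein of fast muscle fibers, and lies on chromosome 5 of Sscrofa11.1 from 10953559 to 10973300. The table has 3 regions in this gene or within 2 kb of it, all of them common to both breeds. The region from 10965107 to 10965686, inside the gene, had 299 Duroc reads and 83 Luchuan reads. Its log2 fold change in the authors' deposited table was -1.28 with P = 3.13e-17, and counting error gives a 95% Clopper-Pearson interval of -1.66 to -0.94. The region from 10953323 to 10953754, which spans the end of the gene with the lower coordinate, had 270 Duroc and 99 Luchuan reads and a log2 fold change of -0.88 (-1.23 to -0.55), under the threshold of 1. For the region from 10954429 to 10954857 the interval of -0.61 to 0.02 included 0. Each region has 1 read count per breed, so these intervals hold no spread between animals.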

The chromatin accessibility and transcription level of *PVALB* in Duroc were higher than those in Luchuan. On the contrary, the chromatin accessibility and transcription level of *PDK4* in Luchuan were higher than those in Duroc. 

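PDK4 encodes a kinase that inhibits pyruvate dehydrogenase, and lies on chromosome 9 from 75246956 to 75260134. Of its 7 regions, 6 were different and higher in Luchuan. The strongest was the region from 75245100 to 75245574, outside the gene beyond its lower coordinate, with 224 Luchuan reads and 69 Duroc reads. Its log2 fold change in the authors' deposited table was 2.26 (95% interval for counting error, 1.88 to 2.68) with P = 1.95e-42. The region from 75246269 to 75246668 had 162 Luchuan and 52 Duroc reads and a log2 fold change of 2.19 (1.75 to 2.69). The 4 different regions inside the gene lay between 1.37 and 1.85. With the counts scaled by the clean reads of Table 2, the weakest of them, from 75250870 to 75251029, no longer passed the threshold on P. The region with the most reads, from 75259678 to 75260712 across the other end of the gene, had 867 Luchuan and 992 Duroc reads, and its log2 fold change of 0.40 (0.27 to 0.54) was under the threshold of 1.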

Interestingly, the chromatin accessibility of *CARNS1* in Duroc was higher than that in Luchuan, however, the transcription level was lower. 

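CARNS1 encodes carnosine synthase 1, and lies on chromosome 2 from 5097238 to 5105697. It had 9 regions and all of their log2 fold changes were below 0, with a median of -0.23. The region from 5096963 to 5097242, which reaches from outside the gene to its lower coordinate, was different, with 213 Duroc reads and 67 Luchuan reads. Its log2 fold change in the authors' deposited table was -1.10 (95% interval for counting error, -1.53 to -0.71) with P = 4.34e-10. The region from 5095450 to 5096055 had 509 Duroc and 221 Luchuan reads and a log2 fold change of -0.63 (-0.86 to -0.40). Near the other end of the gene, the region from 5104661 to 5105072 had a log2 fold change of -0.43 (-0.72 to -0.16). For the 4 regions with the smallest differences, between -0.17 and -0.08, the intervals included 0. For genes whose accessibility and expression differ in direction, the paper proposes that transcriptional factors or repressors take part.

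**Figure D3:**
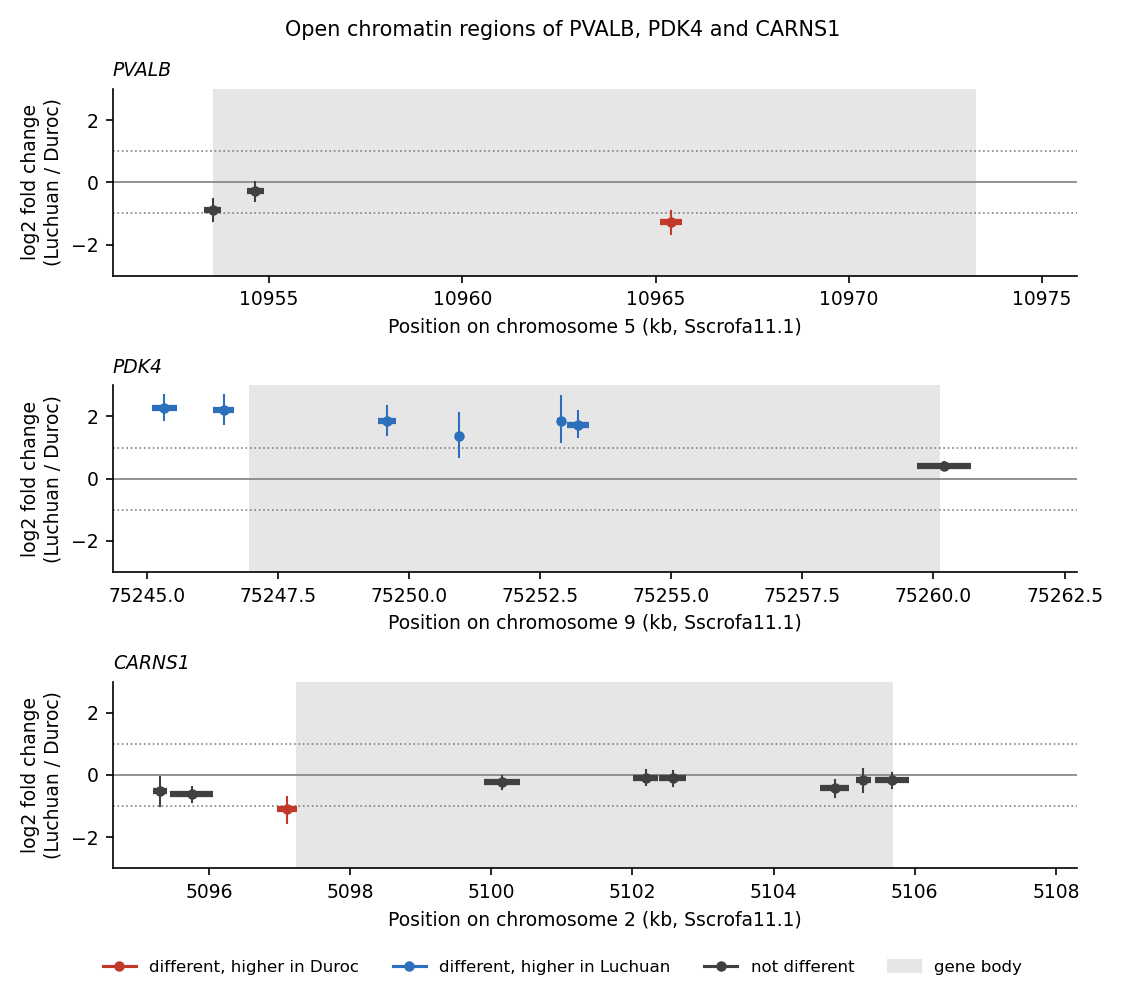
Log2 fold change of Luchuan against Duroc (y axis) of each region in or within 2 kb of PVALB, PDK4 and CARNS1, by position (x axis, kb). Horizontal bars give the width of a region, vertical lines the 95% interval for counting error, and dotted lines a log2 fold change of 1 and -1. All 9 CARNS1 regions lie below 0, and 6 of 7 PDK4 regions lie above 1.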

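Of the 20 genes of Figure 5G, 19 were found by symbol in the annotation used here, and ENSSSCG00000005481 was not analysed here. The 19 genes held 248 regions, of which 37 were different. Different regions were higher in Duroc alone for ABCA5, ASNS, BCAP31, CARNS1, CCNYL1, EGF, LGMN, MYBPC1, PPP1R14C, PVALB, SHISA2 and TDRD7. They were higher in Luchuan alone for CD59, G0S2, GLUL, GOT1, PDK4 and SH3BP5. RDH16 had 3 regions and none of them was different. For 16 of the 18 genes with a different region, its direction was the direction of expression shown in Figure 5G (p = 0.00131, two-sided exact binomial test), and the exceptions were CARNS1 and MYBPC1. The study chose these genes on the same animals for a different peak and a difference in expression, so the count is not independent evidence. With the median of all regions of a gene in place of its different regions, 15 of 19 genes had the direction of expression (p = 0.0192, the same exact test). The largest difference toward Duroc was -2.00 in SHISA2, from 62 Duroc and 10 Luchuan reads, and the largest toward Luchuan was in PDK4. The only different region of BCAP31 had a log2 fold change of -1.01, which became -0.97 with the counts scaled by the total reads in regions. That of G0S2 was 1.14 and became 0.94 with the counts scaled by the clean reads of Table 2.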

According to the *P*-value, we focused on the top 20 DEGs (Figure 5G). Interestingly, nine of the 20 candidate genes have been reported to be associated with muscle development, and five have been reported to be potentially associated with muscle development.

**Table 3:** Chromatin openness of differentially expressed genes.

**Sample**	**ATAC-up**		**ATAC-down**	
	**RNA-up**	**RNA-down**	**RNA-down**	**RNA-up**
GeneNum	67	17	96	54

To validate the accuracy of the RNA-seq data, eight genes randomly selected from the top 20 DEGs (*PVALB, LGMN, PPP1R14C, EGF, ASNS, G0S2, CCNYL1*, and *PDK4*) were analyzed by qRT-PCR. These total RNA samples were taken from the longissimus dorsi muscle of three Duroc and three Luchuan pigs. The gene expression patterns were similar in our RNA-seq and qRT-PCR analyses (Figure 6), which confirmed the accuracy of our RNA-seq data in both pig muscles.

**Figure 6:**
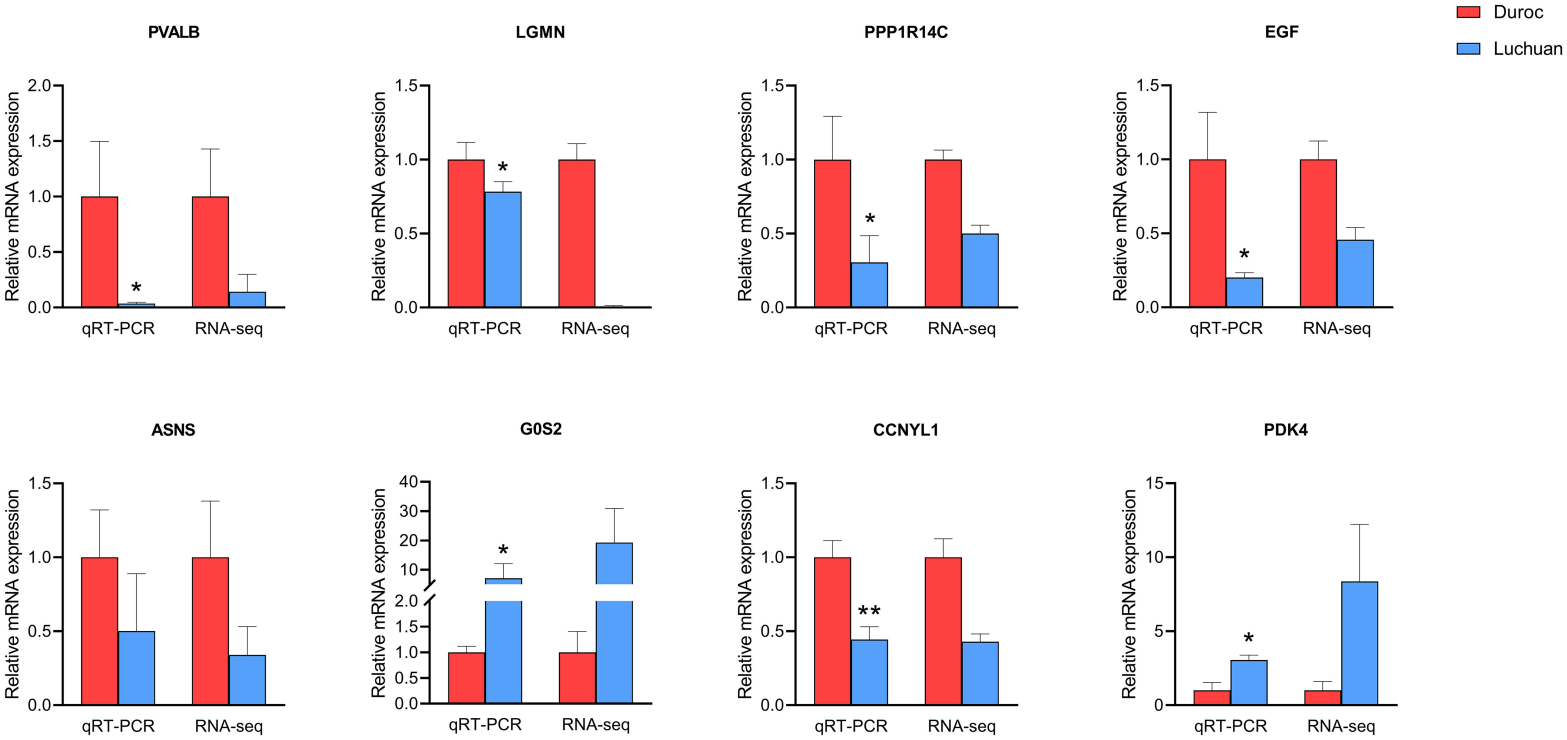
Verification of RNA-seq data by qRT-PCR. The left *y*-axis represents the relative expression level as determined by qRT-PCR, and the right *y*-axis represents the FPKM value as determined by RNA-seq. All data represent the average value of three biological replicates. The error line represents three repeated standard errors, and all data are normalized. *P < 0.05, **P < 0.01.

## Discussion

Pig skeletal muscle growth and development is one of the key factors that influence the quality of pork. Genome-wide chromatin accessibility regulate Luchuan pigs and Duroc pigs skeletal muscle growth and development by binding different TFs. The number of open sites and the signal intensity had great difference partly interpret the difference in muscle development between the two pig breeds (32). At the same time, we identified pathways and genes that may regulate the growth and development of skeletal muscle through ATAC-seq and RNA-seq analysis.

ATAC-seq identified three methylated open chromatin regions of H3K4, H3K36, and H3K79 (33). MRF and MEF2 transcription factors were involved in muscle proliferation and differentiation, and they all had a bHLH structure. In general, all bHLH transcription factors have a common motif or domain. Some transcription factors that share common binding sites with MRF and MEF2 families were screened out by the co-localization method. The more common binding sites there were, the more likely they were to have similar functions (34). We focused on the top 10 transcription factors with the most binding sites. Interestingly, these 10 transcription factors all had a bHLH structure, among which four transcription factors, including TCF3, ID4, ASCL2, and TCF4, have already been reported to regulate muscle development. The TCF3 protein forms a heterodimer with muscle regulators such as MYOD, which then binds to DNA and regulates the transcription of target genes related to muscle differentiation (35). ID4 inhibits DNA binding of E47 homotypes and E47/MYOD heterodimers, and is a key transcriptional regulator of muscle-related genes (36). The expression of ASCL2 is regulated by the Notch signal, and inhibits myogenesis by antagonizing the transcriptional activity and blocking the regeneration of injured muscles (37). TCF4 is strongly expressed in connective tissue fibroblasts, and low levels of TCF4 in myoblasts promote slow and rapid myogenesis, thereby promoting the overall maturation of muscle fiber types (38, 39). Besides, five other transcription factors, including TFAP4 (40), MAX (41, 42), NHLH1 (43), FRX5 (44, 45), and TGIF1 (46, 47), have potential roles in muscle development. Whether ATOH1 is involved in muscle development is still unclear.

The integration of ATAC-seq and RNA-seq results showed that 121 genes were upregulated and 113 genes were downregulated in Luchuan vs. Duroc. We focused on the top 20 genes with transcriptome *P*-values. Nine of these genes, including *BCAP31* (48), *CD59* (49), *EGF* (50), *GLUL* (51), *GOT1* (52), *MYBPC1* (53), *PDK4* (54), *PVALB* (55), and *SHISA2* (56), have been reported to be involved in muscle development. Five genes, namely *ASNS* (57), *CARNS1* (58), *G0S2* (59), *PPP1R14C* (60, 61), and *SH3BP5* (62), have been reported to be potentially associated with muscle development. For six other genes, including *ABCA5, CCNYL1, LGMN, ENSSSCG00000005481, RDH16*, and *TDRD7*, so far there are no reports that showed a link with muscle development, thus their function in muscle development and function remains to be explored in the future.

Skeletal muscle development is regulated by various signaling pathways. Our KEGG pathway analysis results revealed some classical pathways that participated in the regulation of muscle development (Figures 5D,E). In addition, we found that some hormones, such as parathyroid hormone and thyroid hormone, may also regulate muscle development, because organs involved in calcium and phosphorus metabolism are related to parathyroid hormone, which directly responds to myocyte factors (19). Skeletal muscle is the primary target of thyroid hormone signaling and thyroid hormone signaling is involved in important biological functions, including energy consumption, heat production, development and growth (20). These findings provided new direction for further exploring meat quality.

Furthermore, ATAC-seq and RNA-seq integration analysis showed that not all genes with increased chromatin openness had increased gene expression. Some genes showed the opposite result, which may be caused by the binding of transcription repressors to the open chromatin area (63). Our data indicated that chromatin openness was not directly correlated with gene expression. The specific reasons remain to be further studied.

## Conclusion

Overall, in this study we present a novel method for identifying regions of open chromatin and predicting transcription factors (TFAP4, MAX, NHLH1, FRX5, and TGIF1), involved in the regulation of muscle development in different breeds of pigs. With the combination of ATAC-Seq and RNA-Seq, we identified several candidate genes (*ASNS, CARNS1, G0S2, PPP1R14C*, and *SH3BP5*) that may regulate muscle development. In addition to this, we found that muscle development was maybe related to some of the hormonal signaling pathways (parathyroid hormone synthesis and action and thyroid hormone signaling pathway) in two breeds of pigs. This study can therefore be used as a reference for future research on the meat quality differences between Luchuan and Duroc pigs.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI GEO; GSE180840.

## Ethics Statement

All animal experiments were approved by the Institutional Animal Care and Use Committee of Guangxi University (GXU-2015-003).

## Author Contributions

WM, ZM, and LZ conceived the project, designed the protocol, and wrote the manuscript. ZT, LY, SL, and TH analyzed the data. PW, TW, ZS, HZ, and YL performed the experiments. All authors have read and approved the final manuscript.

## Funding

This work was supported by grants from the National Key R&D Program of China (2018YFD0500402), Guangxi Science Foundation for Distinguished Young Scholars (2020GXNSFFA297008), Guangxi Science and Technology Base and Talents Project (AD18281085), Guangxi Natural Science Foundation (2019GXNSFDA245029), Guangxi Hundred-Talent Program, State Key Laboratory for Conservation and Utilization of Subtropical Agro-bioresources (SKLCUSA-a202006), and Training Project of High-level Professional and Technical Talents of Guangxi University.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

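ATAC-seq measured chromatin accessibility in the longissimus dorsi muscle of 3 Duroc and 3 Luchuan boars aged 180 days. RNA-seq of the same muscle was not analysed here. The authors filtered reads with Trimmomatic (version 0.36), aligned them to Sscrofa11.1 with Bowtie2 and detected peaks with MACS2. The paper's text does not name the tool that compared the 2 breeds, and it does not describe removal of duplicate reads, the shift of reads for the transposase or the pooling of replicates.

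The authors deposited whole-number read counts, 1 per peak interval and breed, without scaling for depth. The count columns name the breed and no replicate. They were therefore read as pooled over the boars of a breed, which was not tested. The authors also deposited a log2 fold change of Luchuan against Duroc and an average log2 signal, both after rescaling. A p-value for each interval was given too. Starts were read as counted from 0, because the shortest interval then is exactly 150 bases, and they are given here counted from 1. The log2 fold change was recomputed from the counts and equals the log2 ratio of the counts with 1 added, after the Luchuan count is multiplied by a factor between 1.40 and 1.53. The formula of the authors' p-value was recovered from the counts for all 217196 intervals that have one, and 17 intervals have none. It is not a tail probability, it treats rescaled Luchuan counts as reads, and it has no term for the spread between animals. A p-value therefore grows smaller with depth at a fixed fold change.

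From these values, overlapping or adjoining common intervals were merged, and each region was represented by its longest interval. Both the merging and the choice of the longest interval were made after the table and its counts had been examined and with the paper's counts known, so the closeness of the counts to the paper's is not independent evidence. Another 3 countings were computed and are given with the different peaks. Different regions passed the paper's threshold, P under 0.00001 and |log2(fold change)| of 1 or more. No test between animals was possible, so the tests for count data with replicates were not used. The Duroc libraries were deeper, with a total of 407190430 clean reads in the paper's Table 2 against 315933762 for Luchuan. A region held a median of 61 Duroc and 38 Luchuan reads. Intervals on a log2 fold change are 95% Clopper-Pearson intervals of the Luchuan share of the reads of a region, moved to the rescaled log2 scale. Reads without molecular identifiers are not independent molecules, so these intervals cover counting error only.

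Gene positions came from 19550 protein-coding genes of the RefSeq annotation of Sscrofa11.1 on chromosomes 1 to 18, X and Y. That table has no strand, exons or transcription start sites, so both ends of a gene replaced the transcription start site, and promoters, introns, exons and untranslated regions were not separated. Chromosome lengths were taken as the last position of a gene or peak. Of the 20 genes of Figure 5G, 19 matched by symbol, and all 8 myogenic regulatory factor and MEF2 genes matched.

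The genes and regions named in the text follow a rule set before the data were examined. They are the 20 genes of Figure 5G, MYOD1, MYF5, MYOG, MYF6 and MEF2A to MEF2D, the 3 different regions of each breed with the smallest P, and the 3 of each breed with the largest |log2(fold change)| among regions at or above the median average log2 signal of the 217213 intervals, 6.22. FKBP5, the regions without a P and the windows of 200 kb, with the criteria for them, were chosen after values had been seen. Regions of a gene were counted within its body and 2 kb on both sides in place of the 2 kb upstream that had been planned, because the strand is missing. A list of 18 genes commonly described as induced by glucocorticoids was written before its values were examined.

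Two-sided Fisher's exact tests compared regions between chromosomes and classes, and exact binomial tests compared directions of genes. Regions are not replicates of animals, and these tests describe the pooled libraries. The calls were tested on simulated counts for the 140081 regions. Of these, 200 were changed 4-fold, all drawn from regions at or above the median signal. Without any spread between animals, 200 changed regions were recovered and 3 unchanged regions were called. Recovery of weaker regions was not tested. The analysis used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9. The alternatives covered the thresholds, the scaling, the counting of common peaks, the windows at gene ends and the assignment of genes. The search for E-box and MEF2 motifs, the comparison of replicates and the enrichment of gene sets were not run here, for lack of a genome sequence, of values per animal and of gene sets.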

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

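The test of the formula behind P and the exact test of the reads were chosen after the intervals without P had been seen, and the test on chromosome Y before its result was seen.

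In the authors' deposited table, 17 intervals have no P, and the paper does not report on them. They entered none of the counts of different regions that rest on the authors' P, and the counts by an exact binomial P include those that pass it. Of these, 16 are Luchuan-specific peaks with 0 Duroc reads and between 13 and 105 Luchuan reads. By a two-sided exact binomial test of their unscaled reads against the share that the authors' rescaling gives, 15 of the 17 had a P under 0.00001. The other 2, with 13 Luchuan reads each, had an exact P of 1.83e-05. The one with the most Luchuan reads among the 16 lies on chromosome 6 from 118688236 to 118688524 within DTNA. It had 105 Luchuan reads, after rescaling at least 51.2-fold more than the 3 Duroc reads that a count of 0 allows. Its log2 fold change of 7.29 in the authors' deposited table is the largest of all intervals, and the largest with a P is 5.83. The remaining interval, on chromosome 9 from 4699965 to 4701377, had 1729 Luchuan and 216 Duroc reads and lies beside the region with the smallest P in Luchuan. The formula of P has a logarithm of the Duroc count, and for all 17 it gave no positive number, because of that logarithm or because the value was too small to store, while it gave a number for every other interval. A technical source in the formula is therefore sufficient for the missing values. Intervals with 0 Duroc reads and 12 Luchuan reads or fewer do have a P. None of the 58 intervals with 0 Luchuan reads lacks a P, since the formula of P adds 1 to the Luchuan count alone, so the gap falls on 1 breed. Whether Luchuan carries sequence there that Duroc lacks was not tested.

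On chromosome Y, which the paper does not discuss, 24.5% of 184 regions were different, 24 higher in Duroc and 21 in Luchuan, against 3.49% on the autosomes. The signal and class of these regions were examined as a technical explanation and argued against, because autosomal regions of the same class and average signal would give 5.45 different regions, and the 45 observed are 8.26 times as many (95% Poisson interval, 6.03 to 11.1). The share of reads on Y was 0.116% in Luchuan and 0.106% in Duroc. The difference goes both ways, so a single factor for the whole chromosome would not give it. Reads shared between repeated copies on Y, differences in copy number between Y haplotypes and a difference in accessibility between breeds all stay open. None of these was tested.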

How the results depend on the processing

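No paired analysis was possible because the table gives 1 read count per breed, and neither a replicate block nor a fit without 1 replicate was run, nor were edgeR and DESeq2. The searches for E-box and MEF2 motifs and the comparison of replicates were not run. Counts of every interval, merged intervals, the interval with the highest signal, exact binomial P of rescaled counts and of unscaled reads, all annotated genes, gene bodies alone, autosomes alone and, for the signal, scaling by total reads in regions were alternatives chosen after seeing the data.

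The number of different regions depended on the threshold. With a threshold of 0.01 on the authors' P it was 6323 in Duroc and 7287 in Luchuan, and with a Benjamini-Hochberg adjusted P under 0.05 it was 6337 and 7320, so the share higher in Duroc fell from 67.7% to 46.5% and 46.4%. The regions added lie at low signal. In the lowest quartile of average signal, 4654 were higher in Luchuan and 1268 in Duroc at 0.01. With a threshold of 1e-10 the numbers were 1540 and 641, with |log2(fold change)| of 1.5 or more 1654 and 971, and with 2 or more 730 and 499. Regions at or above the median average signal of the intervals gave 1950 and 691. These last settings test or keep fewer regions. Scaling by the clean reads of Table 2 gave 5066 and 947, so 84.3% were higher in Duroc, since it moves the log2 ratio of a region by a median of -0.18. Scaling by total reads in regions gave 3076 and 1890, or 61.9%. The count stayed within 1.5 times for merged intervals (3524 and 1666), the interval with the highest signal (3422 and 1631), the exact binomial P of the rescaled counts (3582 and 1765) and the exact binomial P of the unscaled reads (3098 and 1289). Of the different regions, 3420 and 1627 were among those of the rescaled counts, and 3098 and 1274 among those of the unscaled reads.

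Among regions at or above the median average signal of the intervals, 5198 were Duroc-specific and 1366 Luchuan-specific, because weak peaks are left out. Restriction to chromosomes 1 to 18 and X kept all class counts within 1.5 times.

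The comparison of signal between breeds followed the scaling. The share of regions higher in Duroc was 51.1% with the authors' values, 67.6% scaled by clean reads, 83.2% without scaling, 47.7% scaled by total reads in regions, 49.1% over common peaks and 50.6% over the autosomes. The median log2 ratio of Luchuan to Duroc was -0.012, -0.20, -0.57, 0.024, 0.0066 and -0.0077 in that order. The authors' rescaling leaves the breeds nearly equal, and scaling by total reads in regions equalises their totals by construction. Neither can show whether the total signal was higher in Duroc. The authors' values differ from the others by the scaling or by the regions kept, and beyond that the cause was not tested.

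The share of peaks near gene ends followed the window. It was 9.62% in Luchuan and 8.65% in Duroc with 1 kb outside and 100 bases inside the gene, 23.9% and 22.5% with 3 kb on either side, and 21.4% and 19.8% with any overlap of at least 1 base. The order of the specific peaks held in all 3. The enrichment over the genome was 4.37 times within 1 kb and 2.09 times within 5 kb.

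The odds ratio of X for regions higher in Duroc stayed above 2 with its test past 0.05 under all 7 alternatives. The odds ratio of Duroc against Luchuan stayed above 1 under all 7 and past the test under all but centring, where it was 1.34. For regions higher in Luchuan, the odds ratio of X was 0.716 and not past the test. It was 0.449 with the threshold of 0.01 and 0.621 over every interval, both past the test. It reversed to 1.37 with |log2(fold change)| of 2 or more, not past the test, and to 1.51 after centring, past it. Centring raises the log2 fold changes of X by construction, and for the other settings the cause was not tested.

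The genes of Luchuan were 1061 with the nearest gene, which leaves no region without a gene, and 361 with a gene end within 10 kb, which leaves out the inner part of long genes, and those of Duroc and of both breeds stayed within 1.5 times. Most candidate genes had the direction of expression under both alternatives, with 15 genes in the direction of expression and 4 against it by the median of all regions, and 11 and 2 by gene ends within 10 kb (p = 0.0225, exact binomial test). Of the named regions and the different regions of candidate genes, 40 kept their call and direction when scaled by clean reads and 6 no longer passed the threshold. When scaled by total reads in regions, 44 kept it and 2 did not.

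The pooled table limits what depth can show. In simulated counts over the same 140081 regions with no difference between breeds outside 200 changed regions, 3 unchanged regions passed the threshold when boars did not differ from each other. With a coefficient of variation of 0.2 between boars 93 passed, and with 0.4 it was 3499, against 5054 regions in the data. The spread between boars was not measured here, so the share of the different regions that would be seen with other boars is unknown.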

Differences from the paper's values

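With the main settings, no count or percentage that was set beside a value of the paper differed from it by more than 1.5 times. Under several of the alternatives counts and percentages did.

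The paper states that most accessible areas were enriched within 2 kb of transcription start sites. Here 17.2% of the regions had their midpoint within 2 kb of a gene end, and regions were 3.12 times as frequent there as by length.

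The paper states that the signal of Duroc peaks was higher in total. Here 51.1% of the regions were higher in Duroc with the authors' rescaled values. Under the alternatives set before the data were examined, it was 67.6% with counts scaled by clean reads, 83.2% without scaling and 49.1% over common peaks. The authors' rescaling leaves the breeds nearly equal, so the 51.1% and 49.1% cannot contradict the paper's statement.

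The paper gives promoters a larger share of Luchuan than of Duroc peaks. The share near gene ends had the same order over all peaks called in each breed, and the opposite order among specific peaks, with an odds ratio of 0.862. The specific peaks of the breeds differed in signal and were not matched for it.

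Figure 5F shades a region at the end of PDK4 with the higher coordinate. In the authors' deposited table the region there, from 75259678 to 75260712, had a log2 fold change of 0.40 and did not pass the threshold, while 6 other regions of the gene did.

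The paper counts RDH16 among the genes with a different peak. None of its 3 regions passed the threshold here. With a threshold of 0.01 on the authors' P or with a Benjamini-Hochberg adjusted P under 0.05, 1 of them passed, higher in Duroc, while the expression in Figure 5G is higher in Luchuan.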

Other observations

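For X, centring, leaving out the first 7 Mb and counting regions within 10 kb once were alternatives set before the data were examined. Their use below as tests of explanations was chosen after the results they bear on had been seen. So were the tests on the Y reads and on windows with equal ratios. The criteria for windows of 200 kb were set after windows had been browsed, and the hypothesis on FKBP5 arose from them and from candidate genes already seen. The spread between boars was not measured, and no test below covers it.

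The paper reports a much stronger enrichment of Duroc than of Luchuan peaks on X. Several technical explanations for the 217 regions higher in Duroc there were tested. Autosomal regions of the same class and average signal would give 81.5. The observed number is 2.66 times as high (95% Poisson interval, 2.32 to 3.04), which argues against signal and class. For the 28 X regions higher in Luchuan, the same match gave 28.3, a ratio of 0.989 (0.657 to 1.43), so it showed no deficit. Without the first 7 Mb, the pseudoautosomal end, the odds ratio against the other chromosomes for regions higher in Duroc was 2.92 (95% confidence interval 2.53 to 3.38). With regions within 10 kb of each other counted once it was 2.53 (2.15 to 2.98). The share of reads on Y was 1.1004 times as high in Luchuan as in Duroc, which argues against female animals in 1 breed. The median log2 fold change of X, -0.23, differed by -0.26 from the line of the autosomes against gene density, and no autosome lay farther than 0.049 from that line. A shift of all X regions, by copy number or rescaling, was tested by centring. It left an odds ratio of 2.06 (1.75 to 2.43) for regions higher in Duroc, so it is not the whole source. It brought the odds ratio of Duroc against Luchuan to 1.34 (0.985 to 1.81), and centring itself favours this outcome, so a shift of the whole chromosome and a difference at single regions cannot be told apart as the source of the excess of Duroc over Luchuan. Lower mapping of Luchuan reads to the X of the reference and a difference between breeds in the biology of X stay open and were not tested.

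Across the 18 autosomes, the median log2 fold change fell with the number of protein-coding genes per Mb (Pearson's r = -0.78, permutation p = 0.00012; Spearman's rho = -0.76, permutation p = 0.00039; 1 relation computed). Without chromosomes 12 and 2, which lie farthest from the median gene density, r was -0.61. This is a trend and not a split by sign, since chromosome 15, with 5.28 genes per Mb, had a median of -0.011 and chromosome 5, with 10.2 genes per Mb, had 0.024. Gene density goes along with base composition, which was not measured here. It also goes along with signal. Chromosome 12, with the most genes per Mb, had the highest median average log2 signal of the autosomes, 6.35. Chromosome 11, with the fewest, had the lowest, 5.53. Large differences at low signal were more often toward Luchuan, and the relation was not adjusted for signal. Gene density was thus not separated from signal, nor a technical trend from a biological one.

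Of the different regions, 2.10 times as many were higher in Duroc as in Luchuan. Sequence wholly absent or unmappable in the Luchuan boars was argued against as the main source. Of the regions higher in Duroc, 2.43% had 3 Luchuan reads or fewer. Among those higher in Luchuan, 3.43% had 3 Duroc reads or fewer. A partial loss of Luchuan reads, by lower mapping or in some of the boars, would leave more reads and was not tested. Deeper sequencing of Duroc was tested by drawing Duroc reads at random down to the Luchuan total. This left 2098 and 1136 regions, a ratio of 1.85, so depth is not the whole source. The ratio fell with the size of the difference, to 1.46 at |log2(fold change)| of 2 or more and 1.30 at 3 or more. The rescaling stays open, since the ratio follows it, and so does a partial loss of Luchuan reads.

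The larger share of Luchuan than of Duroc peaks near gene ends may follow from the larger number of weak peaks called in Duroc. Over all called peaks the difference was 1.68 percentage points, and with the same number of the strongest peaks in each breed, 101816, it was 0.0599 percentage points. With the 50000 strongest it was 1.18 and with the 25000 strongest 0.476. The number of weak peaks and a difference between breeds in where open chromatin lies cannot be told apart, because the result depends on how many peaks are kept.

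In 95 of 7739 windows of 200 kb with at least 5 regions, all regions leaned to the same breed with a median |log2(fold change)| of 1 or more, 25 to Duroc and 70 to Luchuan. Shuffling log2 fold changes within chromosome and class gave 10.6 such windows on average and 21 at most in 100 shuffles, which argues against chance. The read ratios within the window differed by more than counting noise in 60 of the 95 windows, or 63.2%, and not in the other 35. A uniform change of copy number and a shared change of accessibility cannot be told apart in either group. Regions of the whole genome also spread by more than counting noise, with 0.26 against 0.12 in the highest quartile of signal, and low counts give equal ratios. The breed to which windows lean depends on the scaling. With counts scaled by clean reads, 41 windows leaned to Duroc and 30 to Luchuan, and 55 of these were among the 95. With counts scaled by total reads in regions, 21 leaned to Duroc and 85 to Luchuan. The 95 windows held 4.19% of the different regions.

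The window with the most regions lies on chromosome 7 from 31400001 to 31600000, with 53 regions, and holds FKBP5 (31441764 to 31550704). All 39 regions of FKBP5 were higher in Luchuan with the authors' values and with total reads in regions, and 38 with clean reads, and their median log2 fold change was 1.496. Of these regions, 22 were different with the authors' values and 17 with clean reads. Relative to the median of all regions the log2 fold change was 1.51 under each scaling, since a change of factor moves all regions nearly alike. FKBP5 is commonly described as induced by glucocorticoids, so a hypothesis is a stronger response to these hormones in the Luchuan boars. It was tested on 1 list of 18 other such genes, drawn from general knowledge and without the genes of Figure 5G. Their median log2 fold change was 0.15, above 100% of 10000 random lists of genes of the same signal and number of regions, whose medians had a 95% range of -0.17 to 0.04. With the authors' values 14 of the 18 genes leaned to Luchuan, and with clean reads, where the log2 ratio of a region moves by a median of -0.18, 7 did. Relative to random lists the median was higher by 0.20 with clean reads and by 0.21 with the authors' values. A change of factor moves the list and the random lists nearly alike, so this is not a separate check. Genes that leaned to Luchuan with the authors' values include CEBPD with 0.76 and FBXO32 with 0.33, and SGK1 had -0.25 and ERRFI1 -0.43. Only FOXO1 had a different region higher in Luchuan, and SGK1 had one higher in Duroc. The list's median may thus be consistent with the hypothesis, but the size is small and the genes are not replicates of animals. The paper states overnight fasting for all pigs, and handling, fasting and breed cannot be separated with 1 pooled library per breed.

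Of the genes of the transcription factors that the paper sets in focus, MYOD1, MYF5, MYOG, MYF6, MEF2A, MEF2B and MEF2D had no different region. MEF2C, on chromosome 2 from 96122407 to 96296927, had 3, all higher in Duroc, and 6 with clean reads. All 29 regions of MEF2A were lower in Luchuan, with a median of -0.77 and none past the threshold, and with clean reads 1 passed it. The median over the 5 regions of MYOD1 was 0.08.

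The paper's Table 3 sets the direction of accessibility beside that of expression for 234 genes. By the paper's counts, 163 genes, or 69.7%, had the same direction in both and 71 had opposite directions. The odds ratio computed from these counts is 7.01 (95% confidence interval 3.74 to 13.1, p = 7.34e-11, two-sided Fisher's exact test), which argues against independent directions. Genes are not replicates of animals, and the 234 genes were chosen for a difference in both.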
